# Comparison of Gene Expression Profiling in Sarcomas and Mesenchymal Stem Cells Identifies Tumorigenic Pathways in Chemically Induced Rat Sarcoma Model

**DOI:** 10.5402/2012/909453

**Published:** 2012-07-17

**Authors:** Kanya Honoki, Hiromasa Fujii, Yasuaki Tohma, Toshifumi Tsujiuchi, Akira Kido, Shinji Tsukamoto, Toshio Mori, Yasuhito Tanaka

## Abstract

Mesenchymal stem cells (MSCs) are believed to be the cell of origin for most sarcomas including osteosarcoma and malignant fibrous histiocytoma (MFH/UPS). To identify the signaling pathways involved in sarcoma pathogenesis, we compared gene expression profiles in rat osteosarcoma and MFH cells with those in syngeneic rat MSCs. Analysis of genes that characterize MSCs such as CD44, CD105, CD73, and CD90 showed higher expression in MSCs compared to sarcomas. Pathways involved in focal and cell adhesion, cytokine-cytokine receptors, extracellular matrix receptors, chemokines, and Wnt signaling were down-regulated in both sarcomas. Meanwhile, DNA replication, cell cycle, mismatch repair, Hedgehog signaling, and metabolic pathways were upregulated in both sarcomas. Downregulation of *p*21^*Cip*1^ and higher expression of CDK4-cyclinD1 and CDK2-cyclinE could accelerate cell cycle in sarcomas. The current study indicated that these rat sarcomas could be a good model for their human counterparts and will provide the further insights into the molecular pathways and mechanisms involved in sarcoma pathogenesis.

## 1. Introduction

 Sarcomas are considered to be malignant neoplasms of mesenchymal origin, occurring mainly in bone and soft tissues such as muscles and adipose tissue. There are more than 100 recognized histopathological subtypes [1], yet they represent only approximately 1.5–2% of malignancies diagnosed annually. Among them, osteosarcoma is the most common malignant bone tumor, with a yearly incidence of approximately 6 per million children and 2 per million adults [2]. The outcome for patients with high-grade osteosarcoma has improved substantially since the introduction of multimodal chemotherapy, with present overall survival rates ranging from 65 to 75%.

Malignant fibrous histiocytoma (MFH) has previously been one of the most frequently diagnosed sarcoma types. However, this diagnostic category has been reorganized and is now described as undifferentiated pleomorphic sarcoma (UPS), representing a relatively small entity in soft tissue sarcomas [3]. Although UPS may not represent a distinct biological entity, it may share patterns of gene expression with heterogeneous high-grade karyotypically complex sarcomas [4]. 

The multidisciplinary strategies used to combat sarcomas consisting of surgery combined with chemotherapy and radiotherapy have resulted in a substantial improvement in patients' outcomes. However, the improvement seems to reach a plateau, and 30–40% of the patients still die of the disease. Since limited effective therapeutic options are available for those patients with poor prognosis, the need to understand the pathogenesis as well as molecular biological characteristics has emerged to facilitate the development of new diagnostic markers and therapeutic agents [5]. 

 Except for sarcomas possessing the tumor-specific chromosomal translocations that form the specific gene fusions such as Ewing sarcoma with EWS-FLI1 fusion gene, the genetic loci involved in sarcomagenesis have not yet been fully elucidated, even though numerous genetic changes have been reported in many kinds of sarcomas including osteosarcoma and MFH. 

 Mesenchymal stem cells (MSCs) are considered to be a potential cell-of-origin for most sarcomas, and several studies have been conducted suggesting sarcomas of MSC origin [6–8]. The genome-wide gene expression profiling in sarcomas compared to the MSCs will provide a deeper understanding of the aberrant biological pathways contributing to sarcomagenesis which may lead to the identification of diagnostic and therapeutic targets. Here we report on a genome-wide expression profiling study on rat osteosarcoma and MFH cell lines to identify genes that exhibit significant differential expression compared to MSCs isolated from syngeneic rats. Since these cells share syngeneic biological and genetic backgrounds, the differentially expressed genes and pathways identified here will possibly be culpable molecular events responsible for sarcomagenesis.

## 2. Materials and Methods

### 2.1. Cell Lines

Both rat osteosarcoma cell line COS1NR and malignant fibrous histiocytoma MFH1NR were established from chemically induced osteosarcoma in Fischer 344 rats by 4-hydroxy quinolone 1-oxide in our laboratory and revealed those bearing p53 mutation [9, 10]. Rat mesenchymal stem cells (MSCs) were isolated from rat femur bone marrow through a monolayer culture on a plastic dish [11]. COS1NR and MFH1NR cells were maintained in Dulbecco's minimum essential medium with 10% fetal bovine serum, and MSCs were maintained in Dulbecco's minimum essential medium with 15% fetal bovine serum in an atmosphere of 5% CO_2_ at 37°C.

### 2.2. Isolation and Labeling of RNA from COS1NR, MFH1NR, and MSCs

Total RNA was isolated from both COS1NR and MFH1NR cells and MSCs, using an RNeasy mini kit (Qiagen, Germany) and quality assessed by Agilent 2100 Bioanalyzer. 500 ng of total RNA was processed by Agilent expression array analysis using a Quick Amp Labeling Kit and Gene Expression Hybridization Kit. Briefly, reverse transcription was performed with primers with oligo-dT in T7 promoter to synthesize the double-stranded cDNA, then *in vitro* transcription was performed using T7 RNA polymerase to obtain Cy3-labeld cRNA.

### 2.3. Microarray Hybridization and Data Analysis

To investigate the difference in gene expression between sarcoma cells and MSCs, gene expression profiling was performed by Agilent array analysis (Agilent Technologies, Böblingen, Germany). Briefly, the Cy3-labeled cRNA were fragmented with hybridization solution and hybridized with Agilent Expression Array (Whole rat genome array) for 17 hrs at 65°C and 10 rpm and subsequently washed at room temperature. The microarray slides were scanned on an Agilent DNA Microarray Scanner. Data analysis was carried out using Agilent Feature Extraction software, analyzing pathways that were differentially expressed in sarcoma cells compared to MSCs.

## 3. Results

### 3.1. Gene Expression Profiling Distinguishes Rat Sarcomas from MSCs

In this study, oligonucleotide microarray containing probe sets for 26,930 rat genes were used to obtain genome-wide expression profiles of chemically induced rat osteosarcoma, MFH cells, and MSCs. 

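Cy3-labeled cRNA of the osteosarcoma line COS1NR, the MFH line MFH1NR and cultured bone marrow MSCs was hybridized to 1 whole rat genome array per cell type, so there were no replicates and no differences could be tested against a spread between cultures. For RNA isolation and labeling, the methods name an RNeasy mini kit and a Quick Amp kit, while the sample labels name an mRNA isolation kit and a One-Color Low RNA Input kit. The authors deposited the 1-colour output of Agilent Feature Extraction, in which the processed intensity of each spot is background-subtracted and detrended within its array but not scaled between arrays. The deposited table of the whole series held these same intensities for all 3 arrays. Each array carried 45018 spots, of which 43379 were not controls and covered 41012 probes. The number of these spots well above background was 25899 in MSCs, 24551 in COS1NR and 25246 in MFH1NR, and no spot was saturated. The 75th percentile of the intensity was 589 in MSCs, 774 in COS1NR and 994 in MFH1NR, and every log2 intensity was taken relative to that of its own array. Spots called outliers by the software were left out, which left 40816 probes. Probes were named through the RefSeq accessions of the array design, with a gene table of the GRCr8 assembly, which named 16745 probes for 13301 genes. The array design was annotated against an earlier build, so no coordinates are given. A gene was represented by its probe of highest mean log2 intensity and used in the lists and counts if that probe was well above background on at least 1 array, which held for 10010 genes. Where a probe was not well above background on one array, only a bound is given, namely the brighter scaled intensity over the higher of the dim probe's own and the lowest one well above background on the dim array. The only spread available lies within an array, where the log2 intensities of probes printed 10 times had a median SD of 0.0577 in MSCs, 0.0481 in COS1NR and 0.0470 in MFH1NR. A second probe of the same gene differed from the first by a median of 0.28 in the log2 ratio of COS1NR to MSCs and of 0.31 in that of MFH1NR, and for 1 gene in 10 by more than 0.91 and 0.99 (1895 genes with both probes well above background). The sarcoma arrays shared 1 slide and scan and the MSC array lay on another, so slide and cell type cannot be told apart in any comparison with MSCs.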

To gain insight into the biological processes participating in sarcomagenesis, we performed pathway analysis and hierarchical clustering analysis.

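Across the genes used, the log2 intensities of COS1NR and MFH1NR had a Pearson correlation of 0.857. The correlation with MSCs was 0.823 for COS1NR and 0.788 for MFH1NR. These are correlations across genes, which are not independent replicates. Average-linkage clustering on 1 minus the correlation joined the sarcomas first, at a distance of 0.143, and then MSCs at 0.194. Between the sarcomas, 2995 genes differed by at least 2-fold, against 4401 between COS1NR and MSCs and 4406 between MFH1NR and MSCs. The sarcomas were also the pair on a shared slide. The setting that moved the correlation between the sarcomas most was the use of all genes with no filter on dim probes, which gave 0.920.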

 The hierarchical clustering analysis of expression profiling data clearly showed separate clusters among osteosarcoma, MFH, and MSCs (Figure 1). We subsequently focused on the genes strongly expressed in MSCs compared to both sarcomas for pathway analysis.

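No threshold for strong expression is stated in the text, and 2-fold was used here. At least 2-fold higher in MSCs than in both sarcomas were 1465 genes (14.6%), and 1226 (12.2%) were lower by as much. By the same rule, 643 genes were higher and 749 lower in COS1NR than in both other arrays, and 693 were higher and 921 lower in MFH1NR. Any gene that differs in MSCs alone counts against both sarcomas at once, since both are set against the same MSC array. A set of 100 simulations had 3 arrays that differ from a common mean by equal independent normal amounts. Every gene had the same SD of 1.46 in log2, as estimated over all genes. In them, 1602 to 1784 genes were higher in the first array than in both others. Since the SD came from the observed differences and was equal for all genes, these counts are no chance level for the observed ones. Across genes, the log2 ratios of COS1NR and of MFH1NR to MSCs had a correlation of 0.615, against 0.499 in these simulations. Without scaling between arrays, the counts became 1041 higher and 2460 lower in MSCs. With every intensity raised to the background limit, which was chosen after the data were seen, they became 1294 and 1048. Among genes well above background on all arrays, the largest mean decreases from MSCs to the sarcomas were those of Acp5, Apoe, C1qtnf5, Tyrobp and Cyp1b1, with log2 ratios in COS1NR of -8.31, -8.26, -8.15, -8.28 and -7.03, in this order, and in MFH1NR of -10.15, -8.67, -8.74, -8.36 and -9.43. Of these, Tyrobp is in a list of macrophage markers, whose 20 genes used were all at least 2-fold lower in both sarcomas. RNA of macrophages in the unsorted MSC culture may thus contribute to such decreases. Among the largest mean increases were those of Rec114, Rhox5, Id1 and Psrc1. Their log2 ratios were 7.45, 5.52, 3.70 and 5.51 in COS1NR and 7.54, 8.11, 5.73 and 3.90 in MFH1NR.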

### 3.2. Differential Gene Expression Profiles Between Rat Osteosarcoma and MFH, Indicating the Altered Pathways

Firstly, we analyzed stem cell markers including mesenchymal stem cell markers. Mesenchymal stem cell markers, CD44, CD73, CD90, and CD105 were all strongly expressed in MSCs compared to both sarcomas. 

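CD73 (Nt5e) had an intensity of 1174 in MSCs, 179.7 in COS1NR and 348 in MFH1NR, which gave ratios to MSCs of 0.117 and 0.176 after scaling. CD105 (Eng) was not well above background in either sarcoma and was at least 25.1-fold lower in COS1NR and at least 31.5-fold lower in MFH1NR than in MSCs. CD90 (Thy1) was not well above background in COS1NR, where it was at least 124-fold lower, and had a ratio of 0.561 in MFH1NR. For CD44, 2 probes gave different ratios. The brighter one gave 0.672 in COS1NR and 0.525 in MFH1NR, and the dimmer one gave 0.263 and 0.936. After scaling, both sarcomas were below MSCs for these 4 markers by every probe, and the 2-fold threshold was passed in both by CD73 and CD105 only. Without scaling, CD44 by its brighter probe had ratios of 0.883 and 0.886, and its dimmer probe turned to 1.58 in MFH1NR.

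**Figure D1:**
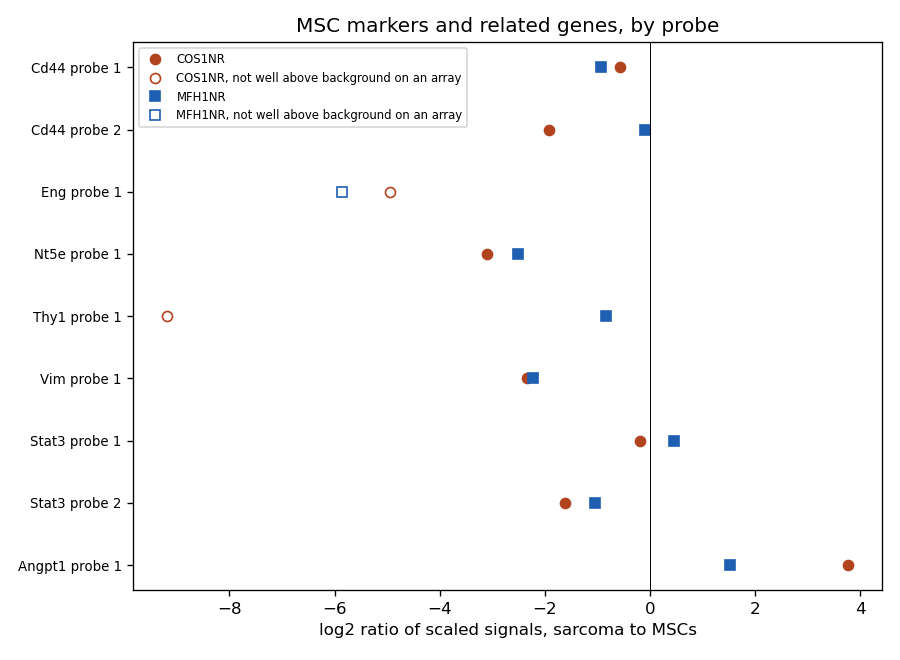
Log2 ratios of scaled intensities of COS1NR (circles) and MFH1NR (squares) to MSCs for each probe of MSC markers and other genes of Fig. 2, from 1 array per cell type. Open symbols mark probes that were not well above background on one of the arrays compared, where the ratio is not a measured size. The probes of Cd44 lay at -0.57 and -1.93 in COS1NR.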

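STAT3 was measured by 2 probes, both well above background on every array. The brighter probe had ratios to MSCs of 0.872 in COS1NR and 1.38 in MFH1NR, and the dimmer one 0.326 and 0.483, so the direction in MFH1NR depended on the probe. Without scaling, the brighter probe had 1.15 in COS1NR. Sox4 had no probe named by the gene table and is not reported here. The single probe of angiopoietin-1 (Angpt1) rose from 269 in MSCs to 4817 in COS1NR and 1304 in MFH1NR, with ratios of 13.6 and 2.87. Vimentin, at 209445 in MSCs, had ratios of 0.199 and 0.214.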

Other stem cell markers such as STAT3 and Sox4 were also strongly expressed in MSCs, while angiopoietin-1 was highly expressed in osteosarcoma cells (Figure 2).

Genes that were differentially expressed were analyzed in the context of the pathways in which they function using the KEGG pathway map. 

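The KEGG gene sets and the test behind Table 1 are not given in the text. Hand-written gene lists for the same pathways were used instead, and each list's median log2 ratio of sarcoma to MSCs was set against 10000 random lists of equal size matched on mean expression. The percentile among these lists describes the 3 arrays and is not a test. Cytokine-cytokine receptor interaction had a median log2 ratio of -1.25 in COS1NR and -1.98 in MFH1NR over 129 genes, and 46.5% of its genes were at least 2-fold higher in MSCs than in both sarcomas. Cell adhesion molecules had a median log2 ratio of -1.25 in COS1NR and -1.57 in MFH1NR over 70 genes, with 51.4% higher in MSCs. For ECM-receptor interaction, the medians were -1.0 and -1.71 over 52 genes and the share was 36.5%. For chemokine signaling, the medians were -0.72 and -0.71 over 125 genes and the share was 34.4%. Jak-STAT signaling had a median log2 ratio of -0.66 in COS1NR and -0.92 in MFH1NR over 86 genes, with 30.2% higher in MSCs. The median over both sarcomas of each of these 5 lists lay at or below percentile 0.01 of the random lists, and each of the 5 shares exceeded that of all genes. Wnt signaling, with medians of -0.18 and -0.16 over 89 genes, lay at percentile 5.31, inside the central 95% of the random lists, and 21.3% of its genes were higher in MSCs than in both sarcomas, 19 against 2 (2.25%) lower, the former share above and the latter below that of all genes. The median of all genes was 0.11 in COS1NR and 0.01 in MFH1NR. With the mean over the list in place of the median, Wnt signaling moved to -0.41 relative to all genes and out of the central 95%. The alternative that moved the cytokine list most was the use of all genes with no filter on dim probes, which gave -0.82 relative to all genes. With every intensity raised to the background limit, it had -1.24. Relative to all genes, the Jak-STAT list moved from -0.81 to -0.28 with no filter on dim probes. The cell adhesion list moved from -1.51 to -0.64 with only probes well above background on all 3 arrays. Both lists stayed outside the central 95%.

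**Figure D2:**
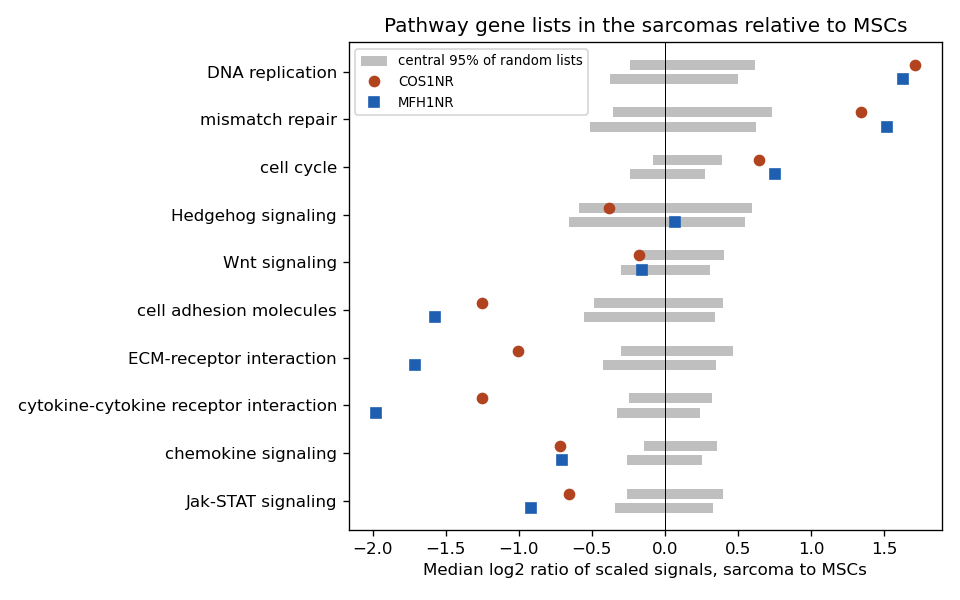
Median log2 ratio to MSCs of each pathway gene list in COS1NR (circles) and MFH1NR (squares), from 1 array per cell type. Grey bars span the central 95% of 10000 random gene lists matched on size and mean expression. Cytokine-cytokine receptor interaction lies farthest to the left, at -1.98 in MFH1NR, and DNA replication farthest to the right, at 1.71 in COS1NR.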

Pathways with a higher incidence of strongly expressed genes in MSCs were cell adhesion molecules, cytokine-cytokine-receptor interaction, ECM-receptor interaction, chemokine signaling, Jak-STAT signaling, and Wnt signaling pathways. Those showing higher incidence in both sarcomas were DNA replication, cell cycle, mismatch repair, and Hedgehog signaling pathways (Table 1). 

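Of the 30 DNA replication genes, 28 were higher in both sarcomas and 63.3% were so by at least 2-fold. Its median over both sarcomas was 1.63. The mismatch repair list had a median of 1.45 over 19 genes, with 57.9% higher by at least 2-fold in both sarcomas, and the cell cycle list one of 0.71 over 96 genes, with 39.6%. All 3 medians lay above those of every random list, and did so under every alternative that could change their percentile. Hedgehog signaling did not, with medians of -0.39 in COS1NR and 0.07 in MFH1NR over 35 genes, at percentile 24.8 for both sarcomas together. At least 2-fold higher in both sarcomas were 2 of its genes (5.71%), and 7 (20.0%) were lower. It shared 14 of its genes with the Wnt list, and Gli1 was not among the genes used, since no probe was named for it.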

The ratio of *g* scale signal intensity of cell adhesion and extracellular matrix interaction molecules in both sarcomas compared to MSCs are shown in Figure 3.

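Integrin-α1 (Itga1) had ratios to MSCs of 0.922 in COS1NR and 0.253 in MFH1NR. The 2 probes of integrin-β1 (Itgb1) gave 0.625 and 0.601 in COS1NR and 0.18 and 0.192 in MFH1NR. For integrin-α5 (Itga5), the brightest of 3 probes gave 0.386 and 0.124, and the next one 0.216 and 0.0581. Integrin-β2 (Itgb2) had a ratio of 0.122 in COS1NR and, not well above background in MFH1NR, was at least 103-fold lower there. In COS1NR, Itga1 and Itgb1 were thus within 2-fold of MSCs, and the decrease of Itga1 was smaller than the median difference between probes of a gene. Without scaling, Itga1 turned to 1.21 in COS1NR, and the brightest probe of Itga5 there was under 2-fold, at a log2 ratio of -0.98.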

Integrins and their ligands CAMS were strongly expressed in MSCs. In particular, differential expression of CAMs between sarcomas and MSCs was significant (Table 2). 

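VCAM-1 had an intensity of 36358 in MSCs, 1611 in COS1NR and 470.4 in MFH1NR, with ratios of 0.0337 and 0.00767. ICAM-1 fell from 23658 in MSCs to 658 and 4618, with ratios of 0.0212 and 0.116. ALCAM had a ratio of 0.0933 in COS1NR by its brighter probe and 0.0777 by the other. In MFH1NR neither was well above background, and ALCAM was at least 61.2-fold lower than in MSCs by the brighter probe. All of these decreases kept their direction and exceeded 2-fold under every alternative tried. No test of significance could be made with 1 array per cell type.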

Matrix metalloproteinase 2 and 9 also showed higher expression in MSCs. 

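MMP-2 had an intensity of 38208 in MSCs, 323 in COS1NR and 27722 in MFH1NR, with ratios of 0.00644 and 0.430. MMP-9 had 2731, 1893 and 103 in the same order, with ratios of 0.528 and 0.0222. The decrease of MMP-9 in COS1NR was under 2-fold. That of MMP-2 in MFH1NR was under 2-fold without scaling, with a log2 ratio of -0.46, and after quantile normalization, with -0.87. Spike-in scaling, chosen after the data were seen, brought it to -0.70.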

Interleukins and their receptors also showed higher expression in MSCs compared to both sarcomas, except for IL6 and its receptor IL6Ra in osteosarcoma, suggesting the possible involvement of IL6 signaling in osteosarcoma development (Figure 4).

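IL6 rose from 523 in MSCs to 1856 in COS1NR, a ratio of 2.70, and fell to 39.8 in MFH1NR, a ratio of 0.0448. IL6Ra (Il6r) had ratios of 2.23 and 0.804, the latter of which turned to 1.36 without scaling. The increase in COS1NR was under 2-fold with normexp and with spike-in scaling, both chosen after the data were seen, at log2 ratios of 0.92 and 0.89. IL1α had a ratio of 0.0173 in COS1NR and was at least 108-fold lower in MFH1NR, where its probe was not well above background. The brighter probe of IL1β gave 0.0338 and at least 1691-fold lower. IL10 was not well above background in either sarcoma, and was at least 111-fold lower in COS1NR and at least 139-fold lower in MFH1NR. Of the receptors, IL1R2 had a ratio of 0.502 in COS1NR and was at least 23.3-fold lower in MFH1NR, while IL10Rb had 0.432 and 0.450, which were under 2-fold without scaling, at log2 ratios of -0.82 and -0.40, and with normexp. IL10Ra had an intensity of only 31.4 in MSCs and fell below the background limit in both sarcomas, which bounded its decrease at 1.40-fold in COS1NR and 1.76-fold in MFH1NR. No probe was named for IL1R1.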

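CXCL10 had ratios to MSCs of 0.0825 in COS1NR and 0.0283 in MFH1NR, and CCL2 had 0.343 and 0.0641. CCL3, CCL4 and CCL5 had ratios in COS1NR of 0.0918, 0.00430 and 0.184, and in MFH1NR of 0.00410, 0.00262 and 0.112. CXCL12 was measured by 2 probes with different RefSeq accessions, with ratios of 0.134 and 0.148 in COS1NR and of 0.137 and 0.0582 in MFH1NR. Its receptor CXCR4 had a ratio of 0.00811 in COS1NR by the brighter probe and was at least 238-fold lower in MFH1NR. CCR1 and CCR4 were not well above background in either sarcoma. They were dim in MSCs too, at 51.8 and 57.3, and their decreases in COS1NR were bounded only at 2.31-fold and 2.56-fold, and at under 2-fold without scaling. CXCR7 (Ackr3) had an intensity of 701 in MSCs, 2843 in COS1NR and 2672 in MFH1NR, with ratios of 3.09 and 2.26. CXCR3 was not well above background in MSCs and was at least 2.8-fold higher in COS1NR and at least 5.98-fold higher in MFH1NR. These bounds were under 2-fold, with log2 ratios of 0.31 and 0.85, after the normexp background correction, which was chosen in this form after the data were seen.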

The ratio of most chemokines and their receptors also showed predominant expression in MSCs compared to both sarcomas, except for CXCR 3 and 7 (Figure 5). CXCR7 is one of the receptors for CXCL12 other than CXCR4, therefore the CXCL12-CXCR7 axis might be involved in sarcoma development through tumor cell and stromal cell interaction.

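Wnt4 had an intensity of 1996 in MSCs. It was not well above background in COS1NR, where it was at least 89.2-fold lower, and had a ratio of 0.0109 in MFH1NR. Wnt5a had ratios of 0.130 in COS1NR and 0.349 in MFH1NR. Beta-catenin (Ctnnb1) had 0.293 and 0.628 by its brighter probe and 0.271 and 0.617 by the other, so its decrease in MFH1NR was under 2-fold, and without scaling the probes turned to 1.06 and 1.04 there. RhoA had 0.261 and 0.443. Without scaling, Wnt5a and RhoA were under 2-fold in MFH1NR, at log2 ratios of -0.76 and -0.42. LEF1 was well above background in MSCs only, and was at least 7.30-fold lower in COS1NR and at least 9.17-fold lower in MFH1NR. DKK1 was not well above background in MSCs, at 3.97, nor in COS1NR, at 6.52, so no ratio can be given for COS1NR. In MFH1NR it had an intensity of 141 and was at least 4.68-fold higher than in MSCs. In the Hedgehog pathway, Smo had ratios of 1.99 and 2.84. Patched homolog 1 (Ptch1) had 3.20 and 2.52 by its brighter probe, with an intensity of 43.8 in MSCs. Its other probe was well above background in COS1NR only, and the mean of both had a log2 ratio of 0.41 in MFH1NR. After normexp, the ratio of DKK1 in MFH1NR and both ratios of Ptch1 were under 2-fold. No probe was named for Gli1, which is therefore not reported here.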

Genes including Wnt 4 and 5a, beta-catenin, LEF1, and RhoA in Wnt-signaling pathways showed significantly lower expression and DKK1, a Wnt signal inhibitor showed strong expression in both sarcomas, while those in Hedgehog pathways showed higher expression in both sarcomas, especially Gli1 (Figure 6, Table 2). These data suggest that downregulation of Wnt signaling and upregulation of Hedgehog signaling pathways might be involved in rat sarcomagenesis.

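Of the core Hedgehog genes outside Fig. 6, Sufu had log2 ratios to MSCs of 0.11 in COS1NR and 0.17 in MFH1NR, less than the median difference between probes of a gene. Gli2 was lower in both sarcomas, with log2 ratios of -2.21 and -5.24. The 6 core genes with a value, all of which are also in the Hedgehog signaling list, had a median of 0.29 in COS1NR and 0.63 in MFH1NR, inside the central 95% of the random lists. The paper refers to the lower levels of Wnt genes and the higher levels of DKK1, Gli1 and other Hedgehog genes. From these, it proposes that a decrease of Wnt and an increase of Hedgehog signaling might take part in the origin of these sarcomas. Its Table 1 also lists Wnt signaling among the pathways higher in MSCs and Hedgehog signaling among those higher in the sarcomas.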

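The p16 gene was read from the probe named Cdkn2a, a locus that encodes both p16 and ARF, and which transcript it measures was not resolved here. It had an intensity of 3864 in MSCs, 11979 in COS1NR and 92000.2 in MFH1NR, with ratios of 2.36 and 14.1. With spike-in scaling, chosen after the data were seen, the increase in COS1NR was under 2-fold, at a log2 ratio of 0.97. The brighter probe of p21 (Cdkn1a) had ratios of 0.127 and 0.108 and the other 0.233 and 0.259. CDK2 had 4.51 in COS1NR and 4.12 in MFH1NR, with 3.92 and 4.25 by its second probe. Cyclin E1 (Ccne1) had 4.50 and 6.22, with 4.67 and 8.50 by its second probe. The probes of CDK4 gave 1.96 and 2.4 in COS1NR and 1.06 and 1.24 in MFH1NR. Those of cyclin D1 (Ccnd1) gave 2.5 and 3.74 in COS1NR and 1.1 and 2.09 in MFH1NR. In MFH1NR, the increase of CDK4 was under 2-fold by both probes, and that of cyclin D1 by its brighter probe was below the median difference between probes of a gene. With median scaling, CDK4 in MFH1NR turned to 0.979. Without scaling, the probes of CDK4 gave 1.80 and 2.10 there, and those of cyclin D1 gave 1.86 and 3.53.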

Although cyclin-dependent kinase inhibitor p16 was highly expressed in both sarcomas, another CDK inhibitor p21 showed significantly lower expression and cell cycle accelerators including CDK2 and 4, cyclinD1 and E1 were highly expressed in both sarcomas (Table 2). This indicated that the cell cycle regulation was upregulated in sarcomas which possessed the p53 mutation [10], compared to MSCs (Figure 7).

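All 14 genes of a list of proliferation markers, among them Aurka, Birc5 and Foxm1, were at least 2-fold higher in both sarcomas, with a median log2 ratio of 2.36 in COS1NR and 2.46 in MFH1NR. Intensities carry no information on the p53 mutation that the paper cites for these lines.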

## 4. Discussion

To identify the possible biological characteristics of osteosarcoma and MFH, a comparison of gene expression profiles with their presumed progenitors, bone marrow-derived MSCs, resulted in a large set of differentially expressed genes.

 Frequently identified genetic alterations in osteosarcoma and MFH are p53 and Rb mutation, MDM2 amplification, loss of function of p16, and CDK4-cyclinD amplification. Most of these are related to cell cycle regulation. The direct evidence for induction of sarcomas by application of these genetic changes was demonstrated by the *Prx1-Cre;p53fl/fl *mice that developed osteosarcoma, rhabdomyosarcomas as well as undifferentiated sarcomas *in vivo*. Furthermore, deletion of one Rb allele in these mice increased the frequency of osteosarcomas [12]. However, the detailed mechanisms of sarcomagenesis are yet to be fully identified. 

There have been several reports indicating that MSCs could be a potential cell of origin of several sarcomas. Hogendoorn's group reported that the spontaneous malignant transformation of MSCs producing osteosarcoma was linked to loss of p16 function [13, 14]. Others have shown that the transformation of MSC can be achieved in a more controlled situation. For instance, Riggi reported induction of Ewing sarcoma from MSCs with EWS-FLI1 introduction [15]. Rubio reported that deleting p53 in MSC induced leiomyosarcoma [16]. MFH also could be induced by inactivation of the Wnt signaling pathway or chemical treatment of 3-methylcholanthrene [17, 18]. 

Wnt signaling may have a very different role in sarcomagenesis as compared to the development of other malignancies such as colorectal carcinoma [19]. The Wnt pathway is required for osteoblast lineage determination at an early stage [20] and coordinates with Hedgehog signaling for bone formation by controlling osteoblast differentiation [21]. Furthermore, Wnt signals are transduced in a context-dependent manner to the canonical pathway for cell fate determination and to the noncanonical pathway for the regulation of planar cell polarity, cell adhesion, and motility [22, 23]. Several studies have suggested that inactivation of Wnt signaling might be involved in osteosarcoma tumorigenesis [24, 25] as well as MFH as described above. However, the involvement of the Wnt pathway in sarcomagenesis is still controversial. A recent report suggested that frequent canonical Wnt activation was observed in multiple sarcoma subtypes, and downregulation of the activated Wnt pathway inhibited sarcoma cell proliferation [26, 27]. These findings suggest that genetic alteration is independent of Wnt signaling such as p53, Hedgehog may mask the function of the Wnt pathway in sarcomagenesis, or alteration of Wnt signaling may occur at some late stage of neoplastic progression. Further studies will be required to clarify this matter.

Meanwhile, aberrant activation of Hedgehog signaling is associated with various types of cancers, in which deregulation of cellular growth, survival, and adult stem cell maintenance is believed to be involved. The Hedgehog signaling pathway initiates a signaling cascade, ultimately leading to the activation of the Gli transcription factors that mediate signal transduction to the nucleus. In contrast to the Wnt pathway, Hedgehog signaling has been reported for its activation in sarcomas through the amplification of Gli, a transcriptional factor located downstream of Hedgehog signaling [28, 29]. Hedgehog signaling is also involved in cell cycle regulation. Overexpression of Gli2 in human MSCs increases cell proliferation and progression through cell cycle regulation, and inhibition of Gli2 disrupted the growth of osteosarcoma cells [30]. Several reports have suggested a critical role for p53 on the tumorigenic effects of Hedgehog pathway activation [31, 32]. Although our data could not find overexpression of MDM2 in sarcomas, Gli1 has been reported to repress p53 through the activation of MDM2 [33]. In addition, the disruption of Hedgehog signaling by small interfering RNA against Gli1 induced p21/Cip1 expression that resulted in suppression of cell proliferation in a p53-independent mechanism [34]. 

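MDM2 was below MSCs in both sarcomas by each of its 2 probes, with ratios of 0.661 in COS1NR and 0.648 in MFH1NR by the brighter probe and 0.364 and 0.431 by the dimmer one. Without scaling, the brighter probe turned to 1.09 in MFH1NR.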

Our data support the findings that the Wnt and Hedgehog signaling pathways in human sarcomas could be adapted in the rat sarcoma model as well. 

Several reports have claimed that surface markers for mesenchymal stem cells such as CD44 and CD90 were expressed in human osteosarcomas [35–37]. Yet, our data indicated that the expression of those surface markers for mesenchymal stem cells was lower in sarcoma cells compared to MSCs. However, the levels of CD44 and CD90 expression in MFH were very similar to MSCs compared to osteosarcoma. Therefore, a possible explanation for this discrepancy could be the down-regulation of the expression of stem cell markers after differentiation into mature mesenchyme cells such as osteoblasts [38]. 

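Between the sarcoma arrays, which shared a slide, CD90 was at least 69.7-fold higher in MFH1NR than in COS1NR. For CD44 the order depended on the probe, with a ratio of MFH1NR to COS1NR of 0.781 by the brighter probe and 3.55 by the dimmer one.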

Another explanation is that the strong expression of stem cell markers could be detected in a subset of the population, so-called “cancer stem cells”, so that the level of expression in these cell populations might be compatible to that in MSCs. Further study will be required on this matter.

Pathways with differentially expressed genes comparing sarcomas to MSC in the current study are summarized as shown in Figure 8. Disruption of p53 such as point mutation or MDM2 amplification and activation of Hedgehog signaling may lead to cell cycle acceleration through downregulation of p21 and upregulation of CDK and cyclins. In addition, inactivation of the Wnt signaling pathway may lead to the deregulation of differentiation as well as focal adhesion function in MSC, which might be required for normal stem cell maintenance.

Taken together, these findings have led us to the hypothesis of a model for sarcomagenesis. Wnt and Hedgehog signaling may change during the process of differentiation and might result in cell cycle acceleration in conjunction with p53 mutations as well as DNA replication. An advantage for this study would be that the cells originated from syngeneic rats, indicating that they share the same genetic background. The limitations of this study would be the use of cultured cells at first, which might cause genetic alterations, then the potential presence of cellular heterogeneity, especially in MSCs that were not sorted with specific cellular surface markers. Secondly, further study will be required to validate and confirm these microarray data with different methods such as RT-PCR. Finally, the functional analysis of differentially expressed genes, especially Hedgehog and Wnt signaling, will definitely be required in any future study. 

## 5. Conclusions

 We have found that stem cell markers as well as Wnt signaling pathways were downregulated in sarcomas, while Hedgehog pathways and cell cycle regulation were upregulated. Other pathways might possibly be involved in sarcomagenesis, thus further study will be required including confirmation and functional analysis for differentially expressed genes.

## Figures and Tables

**Figure 1:**
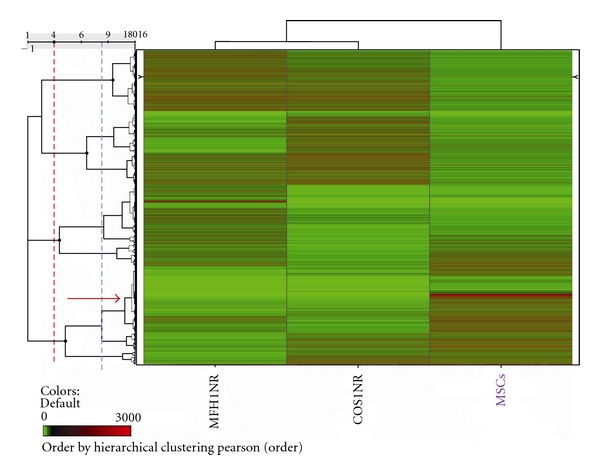
The hierarchical clustering analysis of expression profiling data clearly shows separate clusters among osteosarcoma, MFH, and MSCs.

**Figure 2:**
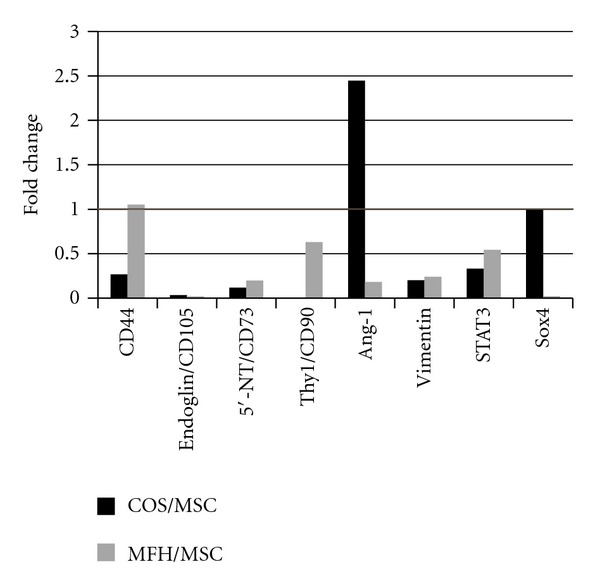
The ratio of *g* scale signal intensity of mesenchymal stem cell markers and other stem cell markers. The graph indicates the fold changes in rat sarcomas in comparison to rat MSCs.

**Figure 3:**
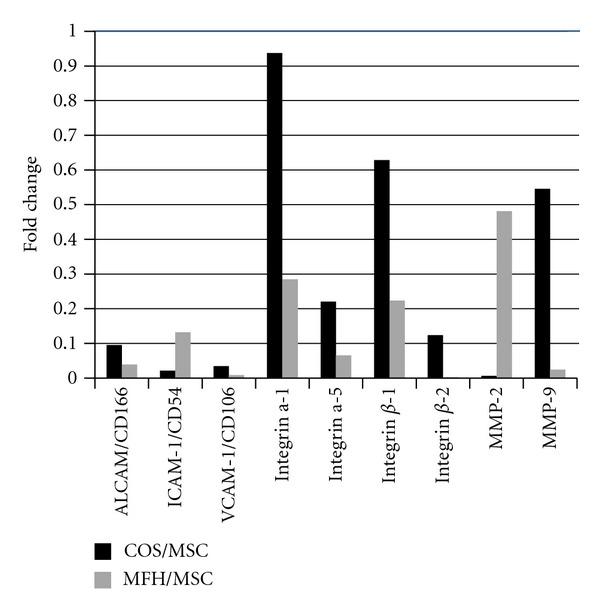
The ratio of *g* scale signal intensity of cell adhesion and extracellular matrix interaction molecules in both sarcomas compared to MSCs are shown. Integrins and their ligands CAMS were strongly expressed in MSCs, especially differential expression of CAMs between sarcomas and MSCs was significant. Matrix metalloproteinase 2 and 9 also showed higher expression in MSCs.

**Figure 4:**
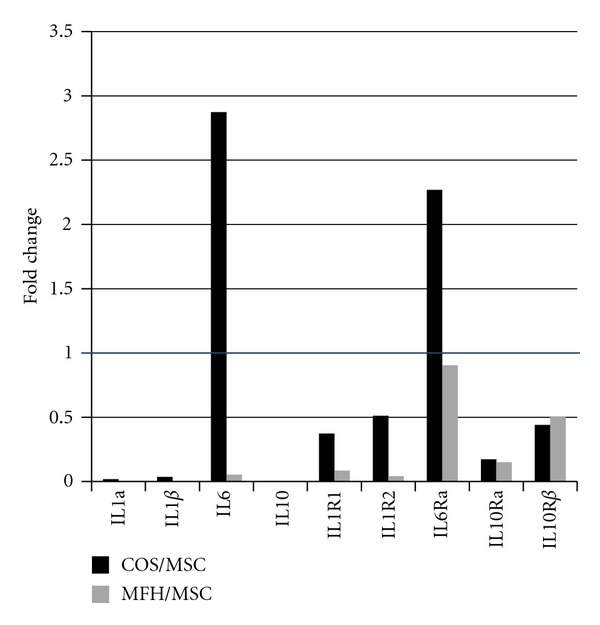
Interleukins and their receptors showed higher expression in MSCs compared to both sarcomas, except for IL6 and its receptor IL6Ra in osteosarcoma.

**Figure 5:**
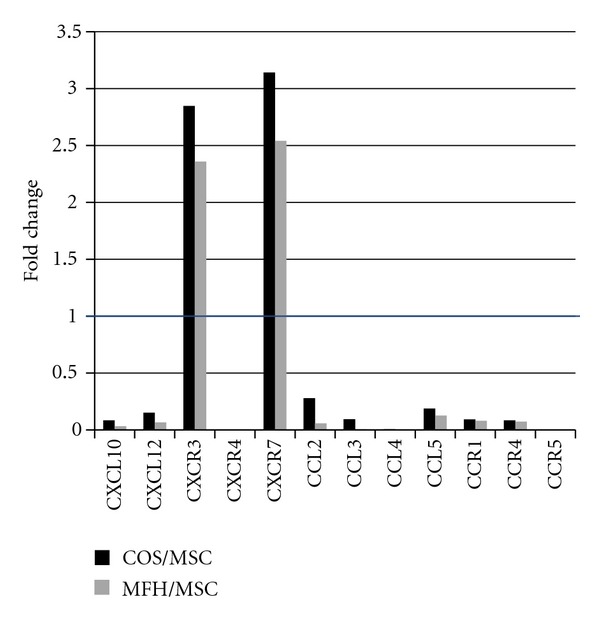
The ratio of most chemokines and their receptors also showed predominant expression in MSCs compared to both sarcomas, except for CXCR 3 and 7.

**Figure 6:**
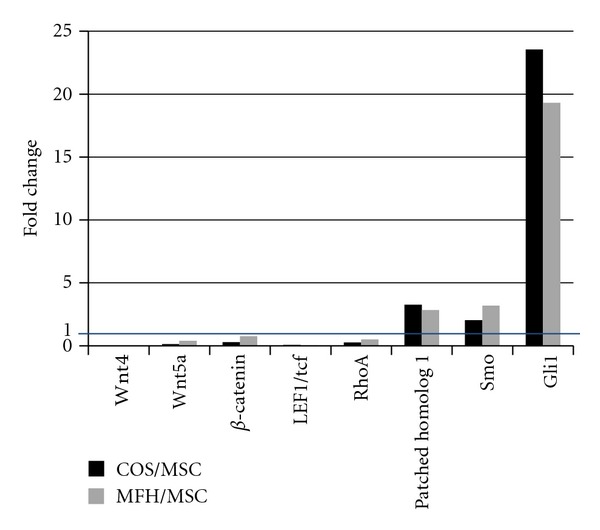
The expression of genes involved in Wnt signaling and those in Hedgehog signaling suggests the downregulation of Wnt signaling and upregulation of Hedgehog signaling pathways might be involved in rat sarcomagenesis.

**Figure 7:**
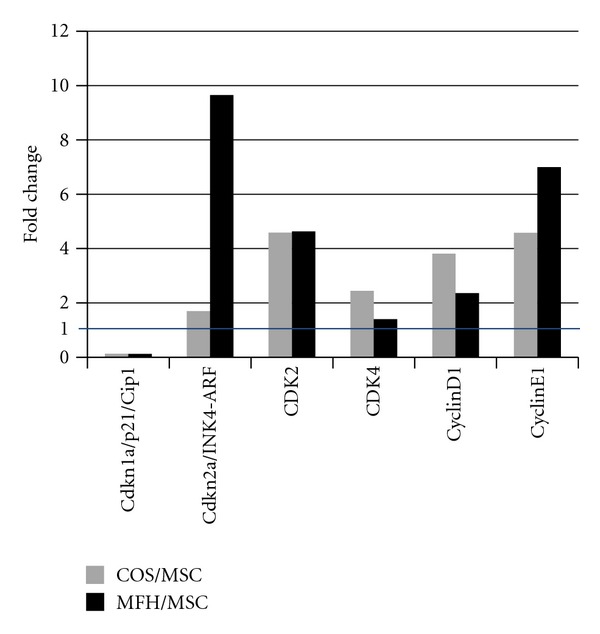
CDK inhibitor p21 showed significantly lower expression and cell cycle accelerators including CDK2 and 4, cyclinD1 and E1 were highly expressed in both sarcomas compared to MSCs.

**Figure 8:**
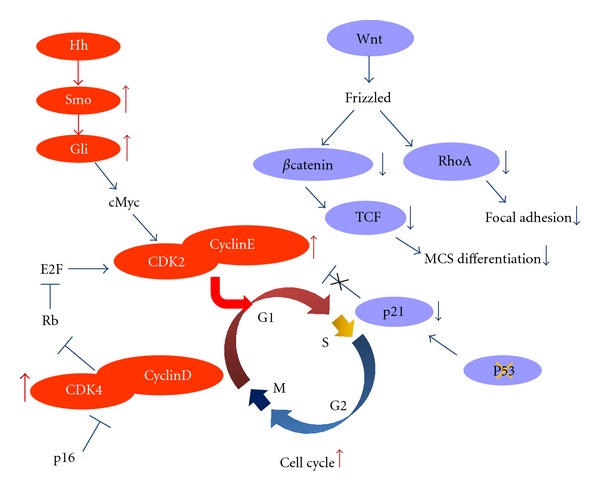
A summary of pathways with differentially expressed genes comparing sarcomas to MSC in the current study. Disruption of p53 and activation of Hedgehog signaling may lead to cell cycle acceleration through downregulation of p21 and upregulation of CDK and cyclins. The inactivation of the Wnt signaling pathway may lead to the deregulation of differentiation as well as focal adhesion function in MSC, which might be required for normal stem cell maintenance.

**Table 1:** Pathways with higher incidence of strongly expressed genes.

Rat MSCs ↑	*P *value
Cell adhesion	<0.0001
ECM-receptor interaction	<0.0001
Cytokine-cytokine-receptor interaction	<0.0001
Chemokine signaling	<0.0001
Jak-STAT signaling	= 0.0004
Wnt signaling	= 0.0224

Rat Sarcomas ↑	*P *value

DNA replication	<0.0001
Cell cycle	= 0.0005
Mismatch repair	= 0.0020
Hedgehog signaling	= 0.0064

**Table 2:** Genes expressed significantly differentiate between rat sarcomas and MSCs.

Gene	COS/MSC	MFH/MSC
ALCAM/CD166	0.09	0.04
ICAM-1/CD54	0.02	0.13
VCAM-1/CD106	0.03	0.01
Wnt4	0.01	0.01
LEF1/tcf	0.07	0.03
DKK1	1.27	18.65
Gli1	23.54	19.30
Cdkn1a/p21/Cip1	0.12	0.12
CDK2	4.55	4.63
CDK4	2.44	1.40
cyclinD1	3.81	2.35
cyclinE1	4.58	7.00

The values indicate the fold changes of *g* Scale signal intensities in rat sarcomas comparing to MSCs.

How the deposited data were processed for this re-analysis (not part of the article)

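RNA of COS1NR, MFH1NR and bone marrow MSCs was measured on 1 whole rat genome array of Agilent each. Per the file headers, the processed intensities were made by the authors with Agilent Feature Extraction, which subtracted the background, detrended each array and set intensities at or below background to a surrogate. They are not scaled between arrays, and the values of the deposited series table were equal to them on 3 of 3 arrays. Control spots and spots called non-uniform or population outliers were left out, between 187 and 217 per array, and spots of the same probe were averaged on the log2 scale. A total of 196 probes lost all their spots in this way on at least 1 array.

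Each log2 intensity was taken relative to the 75th percentile of its array over spots that are not controls. Of 17742 probes with a curated RefSeq mRNA accession, 16669 were named by the gene table, and 2827 genes had several probes. Genes of the paper without a named probe were 3 of 55 (Sox4, IL1R1 and Gli1), and no probe was assigned to them by other means. A share of 59.7% of spots in MSCs, 56.6% in COS1NR and 58.2% in MFH1NR was well above background by the software's own call. The lowest intensity with this call was 17.9 in MSCs, 29.4 in COS1NR and 30.1 in MFH1NR, and it set the bounds. A ratio from single spots had a spread of 0.08 in log2 from replicate spots, which covers neither cultures nor labeling. The number of arrays limits the precision of every comparison.

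The arrays of COS1NR and MFH1NR were compared with that of MSCs, and no test was made. Genes at least 2-fold apart were counted, and correlations and average-linkage clustering were computed across genes. For gene lists, the median log2 ratio was compared with 10000 random lists matched in size and in 10 groups of mean expression, and a list outside the central 95% was taken as shifted. Lists of 10 pathways of Table 1 and lists of markers of macrophages, T cells, B cells, neutrophils, erythroid cells, endothelial cells, fibroblasts, osteoblasts, adipocytes and proliferation were used, and lists of p53 targets, Y-linked genes and core Hedgehog genes. The gene lists, the scaling, the 2-fold threshold and the rule for the genes named were chosen before the data were examined. Named are the genes of the paper's text, Figures 2 to 7 and Table 2, Mdm2, the 5 genes with the largest mean increase and the 5 with the largest mean decrease among those changed at least 2-fold in both sarcomas and well above background on all arrays, and members of the marker lists.

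Alternatives were no scaling, median scaling, quantile normalization, the series table, the mean of all probes of a gene, stricter and no filters on dim probes, a 3-fold threshold, Spearman correlation, unmatched random lists and the mean over a list. Added after the data were seen were a normexp correction with an offset of 50 on the median spot intensity, a floor at the highest of the arrays' background limits, scaling by 7 spike-in probes and the second probe of a gene. The counting and list steps were tested on simulated data of 10010 genes with array noise of 0.3 in log2. Of 200 genes with a change of 3 in log2, 100% were recovered, and 21 others were called. The real arrays had an SD of 1.46 in log2 between them over all genes. The simulation thus checks the steps and says nothing on wrong calls in the observed counts. The computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 for normexp.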

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

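The tests of a brightness difference between slides or arrays, of sex for the Y-linked genes and of macrophages for the ECM genes were chosen only after the result was seen.

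Some genes moved in opposite directions in the sarcomas, each by at least 2-fold. IL6 had log2 ratios to MSCs of 1.44 in COS1NR and -4.48 in MFH1NR, a difference of 5.92, and osteopontin (Spp1) of -1.09 and 1.29, a difference of -2.38. These directions held in all 10 settings that use the brightest probe. The differences were not tested, since there is 1 array per line. Both lines were on the same slide, so that a difference between slides does not enter the comparison of the lines. No technical or biological explanation was tested for these genes.

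Of the 6 adipocyte genes used, Pparg, Fabp4 and Lpl also moved apart. Their log2 ratios in COS1NR were 2.84, 5.76 and 3.25. In MFH1NR, where they were not well above background, the log2 ratios at the bound were -3.29, -4.11 and -4.68, so the lines differed by at least 6.13, 9.86 and 7.93. The directions held in all 9 settings that use the brightest probe and gave a value, and the differences were not tested. The adipocyte list had a median log2 ratio of 2.04 in COS1NR and -4.45 in MFH1NR over 6 genes, and of -3.70 in MFH1NR at the bounds. These medians do not hold for every gene. Adipoq and Cfd were lower in both lines, Cfd with a log2 ratio of -1.24 in COS1NR and -7.90 at the bound in MFH1NR, and Cebpa was higher in both, with 1.25 and 0.61. None of the listed genes is in a pathway list. A trend of brightness with signal strength would be removed by quantile normalization, yet a median log2 difference of 6.24 between the lines was left after it, with intensities at the background limit or above. This argues against such a trend as the whole cause. What stays open, as untested, is a difference between the lines or in their culture.

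All 20 macrophage markers with a value were at least 2-fold lower in both sarcomas than in MSCs, with a median log2 ratio of -6.07, below that of every random list. The paper names only integrin-β2 (Itgb2) among them. All were well above background in MSCs, against 10 in COS1NR and 8 in MFH1NR, so the median contains ratios that are only bounded. With each gene at its bound it was -4.89, and 17 genes were at least 4-fold lower in both sarcomas. Relative to all genes it ranged from -6.16 to -4.04 over all settings. In MSCs, the abundant markers Lyz2, Tyrobp and Ctss had intensities of 32304, 11921 and 3073. Of the list's genes, 3 are also in the cell adhesion list and 1 in the cytokine list. The other 16 markers had a median of -6.36, or -5.38 at the bounds, where 14 of them were at least 4-fold lower in both sarcomas. T cell and erythroid lists had medians of -0.19 over 5 genes and 0.64 over 3, each inside the central 95% of its random lists, and of -0.19 over 5 and 0.19 over 2 at the bounds, where 2 of the T cell genes were at least 2-fold lower in both sarcomas. The 2 B cell genes give no clear contrast. Their median was 1.1, inside the central 95%, and with normexp and with the floor it lay outside, in the opposite direction to the macrophage list. At the bounds the only gene left, Blk, was lower in both sarcomas, at -1.23, while Fcrla was high in MFH1NR alone. The pattern is consistent with RNA of macrophages in the MSC culture, which the paper says was not sorted, and this may contribute to the higher cytokine, chemokine and adhesion genes in MSCs. How much it contributes was not measured.

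A trend of brightness with signal strength between the slides does not account for the cytokine genes, since the cytokine list had -1.68 relative to all genes after quantile normalization, still below all random lists. The fibroblast list was lower in both sarcomas too, with a median of -3.50 over 12 genes. Of its genes, 4 are in the ECM-receptor list and 2 in the cytokine list. This argues against macrophages as the whole cause for the ECM-receptor genes only if they bring no fibroblast genes. That premise was assumed and not tested. The macrophage signal and any other difference of the MSC culture or its slide cannot be separated further, since the cell type and the slide coincide.

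Eif2s3y, a Y-linked gene, was well above background in COS1NR alone, with an intensity of 3319, at least 141-fold above both other arrays. Ddx3y was well above background in COS1NR alone as well, at 106. A difference in slide brightness is argued against by the least fold of 142 for Eif2s3y over MFH1NR, which lay on the same slide. The 2 Y-linked genes above background in COS1NR are consistent with a male animal as its source and female animals for the others. Loss of the Y chromosome from male cells would look the same, so the explanations cannot be told apart.

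Fcrla was well above background in MFH1NR alone, with an intensity of 35084, at least 862-fold above both other arrays. It belongs to the B cell list, whose other used gene, Blk, was not well above background in either sarcoma. A single probe measured it, and no technical or biological explanation was tested.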

How the results depend on the processing

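The normexp correction, the floor, spike-in scaling and the use of a gene's second probe were chosen only after the result was seen, and the others were planned. A planned normexp correction on the mean spot intensity was not run, since the arrays' files hold only the median. The series table gave the same values as the scanner output, so that setting could not move a result.

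The order of the correlations was the same in every setting, with COS1NR and MFH1NR highest. In the order COS1NR with MFH1NR, COS1NR with MSCs and MFH1NR with MSCs, they were 0.920, 0.903 and 0.887 with no filter on dim probes, 0.913, 0.875 and 0.867 with only probes well above background on all 3 arrays, 0.899, 0.864 and 0.842 with normexp, 0.891, 0.856 and 0.835 with the floor and 0.880, 0.845 and 0.822 with Spearman correlation. The mean of probes gave 0.816 and 0.780 for those with MSCs. The cause was not tested.

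Genes lower in MSCs than in both sarcomas numbered 2460 without scaling, 731 with normexp and 555 at a 3-fold threshold, which counts fewer by construction. With only probes well above background on all 3 arrays, which leaves 7932 genes, 696 were higher in MSCs and 960 lower, so that more were lower. Of the called genes, 54.4% were higher in MSCs in the main setting, against 29.7% without scaling and 42.0% with only these probes (in these settings alone lower genes prevailed), 52.1% with spike-in scaling, 61.6% with normexp and 65.3% at the 3-fold threshold. The balance thus depended on scaling, filter, background correction and threshold. The median log2 ratio of all genes was 0.51 in COS1NR and 0.77 in MFH1NR without scaling and -0.16 and 0.53 with spike-in scaling.

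The lists of DNA replication, mismatch repair, cell cycle, ECM-receptor interaction, cytokines, chemokines, cell adhesion, Jak-STAT, macrophage, fibroblast and proliferation genes kept their direction and stayed outside the central 95% of random lists in every setting tried. The Hedgehog list stayed inside it in every setting, with values from -0.41 to -0.01 relative to all genes. Wnt signaling passed out of it only with the mean over the list, at -0.41. With the mean, the osteoblast list had -1.65 and the p53 targets -0.61, both inside it. With unmatched random lists, the p53 targets had -0.65, now inside it, and the endothelial list -3.31, now outside it. Normexp moved the B cell list to 1.39 and the endothelial list to -1.64, and the floor moved them to 1.89 and -2.11, all outside it. The cause was not tested. With only probes well above background on all 3 arrays, the B cell, neutrophil, endothelial, adipocyte and Y-linked lists gave no value.

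Of the 103 ratios of genes the paper names, 82 were at least 2-fold, 63 lower and 19 higher in a sarcoma, and 0 of these reversed. With only probes well above background on all 3 arrays, 37 were lower, since fewer genes are left. In every setting that gave a value, 65 of the 82 stayed at 2-fold or more and 17 did not. Among smaller ratios and across both sarcomas, 8 changed direction in some setting. Low intensities limit 25 ratios to bounds, and for 1 (DKK1 in COS1NR) no ratio could be given.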

Differences from the paper's values

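The second probe of a gene, the normexp correction and spike-in scaling were chosen only after the values were seen. The paper's ratios of Table 2 were compared where a named probe gave a value, which held for 21 of 24, and those of its figures were read by eye for 60. Of these, 3 and 10 differed by more than 1.5-fold and beyond the spread of replicate spots, or had a bound beyond the paper's ratio by as much.

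For ALCAM in MFH1NR, the paper's Table 2 gives a ratio to MSCs of 0.04, and the bound here is a ratio of at most 0.0163. Of the alternatives chosen before the data were examined, no scaling gave a bound within 1.5-fold, at 0.0276. Median scaling, quantile normalization, the series table, the mean of probes and no filter did not. Normexp, at 0.0391, and the second probe, at 0.0285, both chosen after seeing the values, did as well.

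For cyclin D1 in COS1NR, the paper's Table 2 gives 3.81, and the ratio here was 2.5. No scaling, at 3.29, and the mean of probes, at 3.06, came within 1.5-fold, and the other alternatives chosen before the data were examined did not. The second probe, chosen after seeing the values, gave 3.74. In MFH1NR, the paper's value is 2.35 and the value here 1.1. No scaling came within 1.5-fold, at 1.86, and the other alternatives chosen before the data were examined did not. Spike-in scaling, at 1.58, and the second probe, at 2.09, came within it too and were chosen after seeing the values.

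For CD44, the paper's ratio was about 0.27 in COS1NR and about 1.1 in MFH1NR in Fig. 2, read by eye, and the ratios here were 0.672 and 0.525. No alternative chosen before the data were examined came within 1.5-fold in COS1NR, and only no scaling did in MFH1NR, at 0.886. The second probe gave 0.263 in COS1NR and 0.936 in MFH1NR, and spike-in scaling 0.753 in MFH1NR, all chosen after seeing the values. For STAT3, the paper's ratio was about 0.33 in COS1NR and about 0.54 in MFH1NR in Fig. 2, read by eye, against 0.872 and 1.38 here. None of the alternatives chosen before the data were examined closed either gap. The second probe, chosen after seeing the values, gave 0.326 and 0.483.

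For angiopoietin-1, the paper's ratio was about 2.4 in COS1NR and about 0.18 in MFH1NR in Fig. 2, read by eye, and the single probe here gave 13.6 and 2.87. No setting tried came within 1.5-fold of either.

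For integrin-α5, the paper's ratio was about 0.22 in COS1NR and about 0.07 in MFH1NR in Fig. 3, read by eye, and the ratios here were 0.386 and 0.124. Of the alternatives chosen before the data were examined, only the mean of probes came within 1.5-fold, at 0.296 and 0.0919. The second probe, at 0.216 and 0.0581, and in COS1NR spike-in scaling, at 0.320, did so and were chosen after seeing the values. For CXCL12 in MFH1NR, the paper's ratio was about 0.06 in Fig. 5, read by eye, against 0.137 here. Only the mean of probes, at 0.0892, came within 1.5-fold among the alternatives chosen before the data were examined. Normexp, at 0.0587, and the second probe, at 0.0582, came within it and were chosen after seeing the values. For CXCR3 in MFH1NR, the paper's ratio was about 2.4 in Fig. 5, read by eye, and the bound here was at least 5.98. No alternative chosen before the data were examined gave a bound within 1.5-fold, and normexp, chosen after seeing the values, gave 1.81.

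Some statements of the paper on directions also differ from the values here. The paper describes DKK1 as strong in both sarcomas, and its probe was not well above background in COS1NR. It describes STAT3 as strong in MSCs, and the brighter probe here was within 2-fold of MSCs in both sarcomas, though 2.33 times as high in MFH1NR without scaling. The second probe was over 2-fold lower in both, as the paper describes. It names angiopoietin-1 as high in osteosarcoma, and it was 2.87 times the level of MSCs in MFH1NR as well. The paper describes CD44 and CD90 as strong in MSCs compared with both sarcomas, and CD90 in MFH1NR and the brighter CD44 probe in both were within 2-fold. It also places CD44 in MFH closer to MSCs than in osteosarcoma, and the brighter probe was lower in MFH1NR than in COS1NR while the second probe, used after seeing the values, was higher. It describes CDK4 and cyclin D1 as high in both sarcomas. In MFH1NR their brighter probes had 1.06 and 1.1, while the second probe of cyclin D1 had 2.09, as the paper describes. Without scaling, the brighter probes had 1.80 and 1.86 there, and the second probe of CDK4 had 2.10. The paper places Hedgehog signaling among the pathways with more genes high in the sarcomas. Here, 2 of 35 listed genes were higher in both sarcomas against 7 lower. That list was written by hand, had no value for Gli1 and shared 14 of its genes with the Wnt list. These counts thus do not test the paper's own gene set. Wnt signaling is placed by the paper among the pathways with more genes high in MSCs. Its counts went the same way here, with 19 of 89 listed genes higher in MSCs than in both sarcomas against 2 lower. Yet the Wnt list's median lay at percentile 5.31 of the random lists, inside their central 95%.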

Other observations

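Of the tests in this part, the comparison of the spike-in probes was chosen only after the result was seen.

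The 3 pathway lists highest in the sarcomas were tested against a difference in proliferation. Of the 14 proliferation markers used, 6 are in the cell cycle list. The 8 others, none of which is in the DNA replication, mismatch repair or cell cycle list, had a median log2 ratio of 2.66, and all 8 were at least 2-fold higher in both sarcomas. The higher DNA replication, mismatch repair and cell cycle genes are consistent with faster proliferation of the sarcoma cultures than of the MSC culture. Growth was not measured, and slide and cell type coincide.

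Lower p21 was tested against a loss of p53 activity, under which the other p53 targets would be lower too. The list of 17 targets had a median of -0.59, at percentile 1.1, and shared 3 genes with the cell cycle list and 1 with the cytokine list. Without Cdkn1a, the 16 others had a median of -0.55 over both sarcomas, at percentile 2.22, outside the central 95% of random lists. By line, they had -0.45 in COS1NR, at percentile 3.25, just inside it, and -0.67 in MFH1NR, at 1.40, outside it. The lines had the same direction and lay near the limit, on either side of it. The test asked for both lines to lie outside, so by this test loss of p53 activity in both stays open. Such a loss cannot be told apart here from other causes of low p21. The paper reports a p53 mutation in both lines, on which the test did not draw.

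The Hedgehog and Wnt lists had the same median over both sarcomas, -0.17, because Gsk3b is the median gene of both. A planned test on the Hedgehog pathway is not used here.

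Animals of different sex would affect Y-linked genes, of which 2 were used. In COS1NR, Ddx3y was at least 4.53-fold and Eif2s3y at least 141-fold higher than in MSCs. Neither was well above background in MFH1NR or in MSCs, so no ratio can be given for MFH1NR. The number well above background in MFH1NR was 0, and in MSCs it was 0. Sex cannot be told apart from loss of the Y chromosome, and a contribution to the differences between MSCs and the sarcomas stays open.

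The remaining marker lists had median log2 ratios over both sarcomas of 1.16 for 5 neutrophil genes, -3.26 for 4 endothelial genes and -1.93 for 6 osteoblast genes. With genes at their bounds, and without genes that had none, they were -0.20, -2.13 and -1.37. Of these lists only that of osteoblasts lay outside the central 95% of random lists. As written, the neutrophil list shares 1 gene with each of the cytokine and Jak-STAT lists, the T cell list 2 and the B cell list 1 with cell adhesion, the endothelial list 3 with cell adhesion and 1 with cytokines, and the osteoblast list 2 with the ECM-receptor list.

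After scaling, the 7 spike-in probes had a mean log2 ratio to MSCs of 0.27 ± 0.15 (SD over probes) in COS1NR and -0.52 ± 0.15 in MFH1NR. Among genes changed at least 2-fold by the brighter of their probes, the other probe had the opposite direction for 19 of 573 in COS1NR and 22 of 595 in MFH1NR.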
